A study of Homo sapiens with 14 samples. Its data were reported in "Increased matrix stiffness promotes fibrogenesis of hepatic stellate cells through AP-1-induced chromatin priming" (2025).

How the data were processed

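CUT&Tag was performed by the authors in LX-2 cells, an immortalised human hepatic stellate cell line, after 2 days on a soft or a stiff matrix. In CUT&Tag an antibody directs a transposase to its target in permeabilised cells, and the fragments that the transposase releases are sequenced. The labels gave 10000 cells per assay, and the study's methods a higher number. Antibodies against phosphorylated JUN (p-JUN), H3K27ac, H3K4me3 and H3K27me3 were used, and 14 peak lists were analysed. For p-JUN, H3K4me3 and H3K27me3 there were 2 libraries per matrix, each with its own list. For H3K27ac there was 1 list per matrix, named as merged, so its replicate error is unknown. Samples were grouped by the treatment label. The p-JUN libraries of the stiff group carried the abbreviation TCP in their titles, where the stiff libraries of the histone marks carried 40K, so the p-JUN contrast is between the libraries labelled soft and those labelled stiff. The study uses TCP for the culture plastic on which cells were grown before they were moved to a matrix. The cells of these p-JUN libraries may therefore have been on plastic, and their comparison with H3K27ac on the 40K matrix has that limit.

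The authors trimmed the reads with TrimGalore, aligned them to hg19 (GRCh37) with Bowtie2, marked duplicates with Picard and called peaks with MACS2. The MACS2 version, its options and any control library were not stated. In each list the deposited value per peak is a fold, the ratio of the summit to the local background, beside −log10 p and −log10 q values and a score that the authors' peak caller derived from −log10 q. The background was taken to come from the same library, which would not hold if a control was used. The lists of p-JUN, H3K27ac and H3K4me3 held narrow peaks, and no peak in them had a deposited −log10 q under 5. The H3K27me3 lists held broad peaks, with deposited values averaged over each peak and a lowest −log10 q of 1.31. These values are the authors' own and were used only to describe, rank and filter peaks within a list. The lists were not scaled to each other, so a deeper library can hold more peaks.

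Read totals were not analysed here, and the depth of the H3K27me3 libraries is unknown. For the narrow lists the fragments at each summit and its local background were computed from the deposited fold and −log10 p, taking the fold as fragments plus 1 over background plus 1 and p as a Poisson tail. At a relative error under 1e-04 a whole number of fragments was found for 100.0% of p-JUN and H3K4me3 peaks and at least 99.9% of H3K27ac peaks. With another formula for p, under 2.26% of the peaks of any list gave one.

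Peaks on 24 chromosomes (the autosomes, X and Y) were used, which left out 2 to 8 mitochondrial peaks per list. Peaks of all libraries of a mark were merged into regions where they shared at least 1 bp. A stiff-only region was called in both stiff libraries and in no soft library, and a soft-only region the reverse. The 4 libraries of a mark can be parted into 2 pairs in 3 ways, and the other 2 pairings served as the comparison for the real one. Overlap of covered bases was given as the Jaccard index. AP-1 motifs (TGASTCA, with S for C or G) were counted where the motif centre lay within 50 bp of a summit, with positions 1 kb to each side as background. Promoters were positions within 1 kb of a transcription start site of a protein-coding transcript in GENCODE release 44 mapped to GRCh37. Chance overlap between marks was taken from 100 circular shifts of the peaks along each chromosome. Computations used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

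Values per library were compared by two-sided exact permutation tests. With 2 libraries against 2 the smallest p such a test can give is 0.33, so none can reach 0.05. Two-sided Fisher's exact tests were run across regions. Regions are not replicates, so these tests describe the libraries and not the conditions. Shares of peaks in a list have 95% Wilson intervals, and the H3K27ac ratios have 95% exact binomial intervals, which cover counting error only. The region step was tested on altered copies of the p-JUN list of soft replicate 1, which held 51665 peaks. Regions planted in both libraries of a matrix lay apart from all other peaks. All 200 planted stiff-only and all 200 planted soft-only regions were found, which checks the counting and not its power on real data. Fragments simulated with the same formula as was used to recover them were found for 100.0% of 50333 peaks.

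The main comparisons with their tests, and the named items, were fixed before the data were examined. The depth values and the overlaps of p-JUN with the histone marks and with shifted peaks were not part of that plan. Nor were the motif shares by rank and by distance. The other pairings of the motif shares, the promoter shares and the odds ratio were outside it too. The closing section says which of its tests were chosen after results had been seen. The 15 named genes were chosen among those the study's text names as fibrosis markers, locus examples or AP-1 members, and do not include every AP-1 member it names. The named regions are the 3 stiff-only and 3 soft-only regions of p-JUN and of H3K27ac with the best rank by −log10 q in their own list, the worse of the replicate ranks deciding for p-JUN. Alternatives were a stricter −log10 q, all contigs, lists of equal length, other overlap rules, windows and motifs, the omission of each replicate and a replicate block. Thresholds of 10 for the narrow lists and 2 for the broad lists were added after seeing the data. Accessible regions from ATAC-seq were not analysed here. Positions are 1-based on GRCh37.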

Results

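To compare p-JUN binding and histone modifications between cells on soft and stiff matrices, peak lists from LX-2 cells cultured for 2 days were examined. The p-JUN libraries held 51665 and 48163 peaks on the soft matrix, and 48682 and 54168 in the libraries labelled stiff. For H3K4me3, a mark of active promoters, there were 18096 and 18857 peaks on soft and 18119 and 18743 on stiff. For H3K27me3, a repressive mark, there were 19843 and 9228 peaks on soft and 7104 and 6974 on stiff. H3K27ac, a mark of active promoters and enhancers, had 18238 peaks in the soft list and 13322 in the stiff list. The lists shared few peaks with identical ends, at most 795 in any pair of libraries of the same mark.

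The depth of the libraries was compared through the fragments recovered from the deposited values. The median p-JUN summit held 64 and 60 fragments on soft and 61 and 64 on stiff. If no control was used, the lowest background rises with depth and fragment length. For p-JUN it was 2.62 and 2.25 fragments on soft and 2.27 and 2.37 on stiff. For H3K4me3 it was 1.10 and 1.33 on soft and 1.33 and 1.91 on stiff, the highest value being that of stiff replicate 2. The median H3K4me3 summit held 120 and 141 fragments on soft and 151 and 207 on stiff, so both stiff libraries were higher. The median H3K27ac summit held 27 fragments in the soft list and 26 in the stiff list. The lowest H3K27ac background was 0.491 fragments on soft and 0.508 on stiff, and the median local background 3.00 and 3.08, over lists that hold different peaks. Few H3K27ac peaks lay at the lowest value, so it is only an upper limit of the background there.

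**Figure D1:**
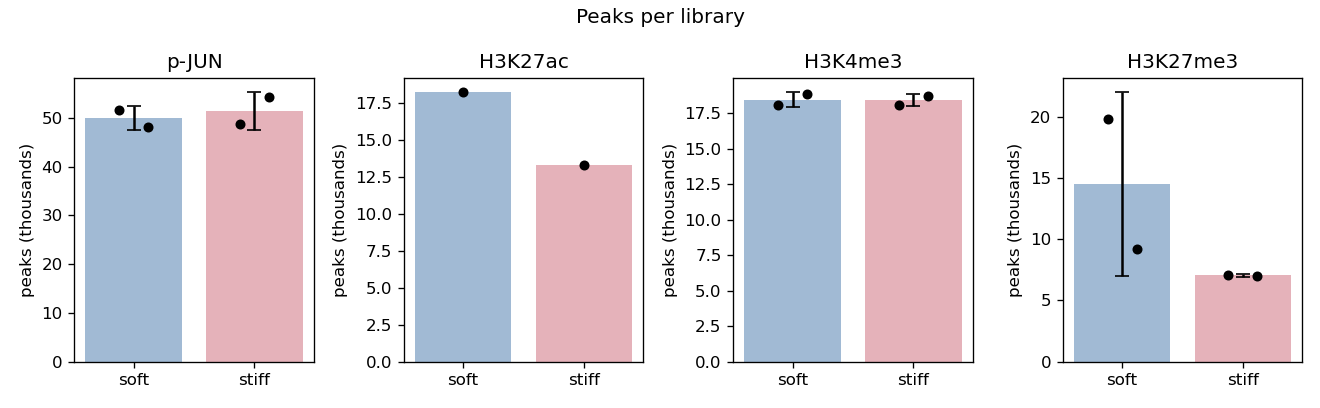
Number of peaks per library, in units of 1000 (vertical axis), for each antibody on the soft and stiff matrices. Points are libraries, bars are means and error bars are SD over 2 libraries; H3K27ac has 1 list per matrix. The soft H3K27me3 libraries lie far apart, at 19843 and 9228 peaks.

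The number of p-JUN peaks was 49914 ± 2476 (SD, n = 2) on soft and 51425 ± 3879 (SD, n = 2) on stiff. The means differed by less than either SD. The exact permutation test gave p = 0.667, and the log2 ratio was 0.04. Without stiff replicate 2 it was -0.04, the lowest of its alternatives. The H3K4me3 peaks numbered 18476.5 ± 538 (SD, n = 2) on soft and 18431 ± 441 (SD, n = 2) on stiff (exact permutation test, p = 1.0). The H3K27me3 peaks numbered 14535.5 ± 7506 (SD, n = 2) on soft and 7039 ± 91.9 (SD, n = 2) on stiff, a log2 ratio of -1.05. The difference was within the soft SD, and its exact permutation p of 0.33 is the smallest the design allows. Without soft replicate 1 the log2 ratio was -0.39. The stiff H3K27ac list was shorter than the soft list, at a log2 ratio of -0.45 (95% exact binomial interval -0.49 to -0.42), with no replicate check.

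Next, the sites called on 1 matrix alone were counted. Of 61411 p-JUN regions, 40433 (65.8%) were called in all 4 libraries, 1690 were stiff-only and 1066 were soft-only. Together 2756 regions parted the matrices. When replicates 1 were set against replicates 2, 1372 regions parted the pairs, and with the numbers crossed 1899 did. The real pairing thus gave the highest count, with a log2 excess of 0.75 over the mean of the other pairings. The log2 ratio of stiff-only to soft-only regions was 0.66. Taken from 1 soft and 1 stiff library, with no agreement of replicates required, this ratio had an SD of 0.95 over the 4 soft and stiff library pairs. These pairs share libraries, so that SD is only a rough guide to the error of 0.66. With lists of equal length there were 1484 stiff-only and 1365 soft-only regions, a log2 ratio of 0.12. The ratio was -0.39 without soft replicate 2 and -0.15 without stiff replicate 2.

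Of 20393 H3K4me3 regions, 16098 (78.9%) were called in all 4 libraries, 360 were stiff-only and 254 soft-only. The 614 regions that parted the matrices compared with 368 and 234 under the other pairings, a log2 excess of 1.03. The stiff-only to soft-only log2 ratio was 0.50, and was -0.45 without soft replicate 1. Taken from 1 soft and 1 stiff library it had an SD of 0.80 over library pairs. Of 25436 H3K27me3 regions, only 2602 (10.2%) were called in all 4 libraries. There were 123 stiff-only and 1917 soft-only regions, 2040 in all, against 1231 and 1238 under the other pairings. The log2 ratio of -3.96 reversed to 0.06 when the lists were brought to equal length. Among 20403 H3K27ac regions, 11044 (54.1%) were called on both matrices, 2215 on stiff alone and 7144 on soft alone. That log2 ratio of -1.69 (95% exact binomial interval -1.76 to -1.62) was -0.01 with lists of equal length, which bring the counts close to each other by construction.

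**Figure D2:**
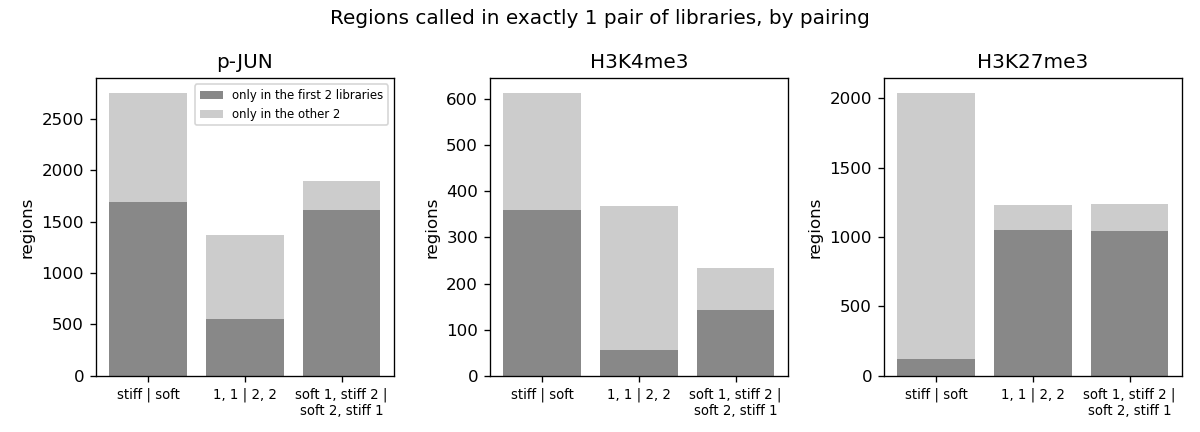
Number of regions (vertical axis) called in exactly 1 pair of libraries and in neither library of the other pair, for the 3 ways of pairing the 4 libraries of each mark. Dark and light bars are the regions of the first and the other pair, and the soft against stiff pairing had the highest total for each mark, at 2756, 614 and 2040 regions.

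Libraries of 1 matrix were compared with libraries of different matrices by their covered bases. The Jaccard index of p-JUN libraries was on average 74.2% within a matrix and 72.7% between matrices, a difference of 1.57 percentage points. For H3K4me3 these were 85.4% and 83.7%, a difference of 1.70 points. For H3K27me3 they were 25.6% and 22.5%, a difference of 3.13 points. In each mark the real pairing ranked first of the 3 pairings, whose differences sum to 0 by construction. With 3 pairings the smallest share attainable is 1 of 3, so no threshold of 0.05 can be passed.

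To examine whether the p-JUN peaks carried the binding site of AP-1, the dimer that JUN belongs to, motifs were counted near the summits. The motif was found at 32.3% ± 0.13 (SD, n = 2) of peaks on soft and 31.7% ± 1.55 (SD, n = 2) on stiff. The exact permutation test gave p = 1.0, but with 2 libraries per matrix it cannot show or exclude a difference. In soft replicate 1 the share was 32.2% (95% Wilson interval 31.8% to 32.6%) and the background 1.74%, a ratio of 18.5. The top 25% of that list by −log10 q had the motif in 47.9% of peaks and the bottom 25% in 17.2%. H3K4me3 summits had it in 1.60% to 1.69% of peaks. In the H3K27ac lists the share was 12.2% on soft and 10.2% on stiff.

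**Figure D3:**
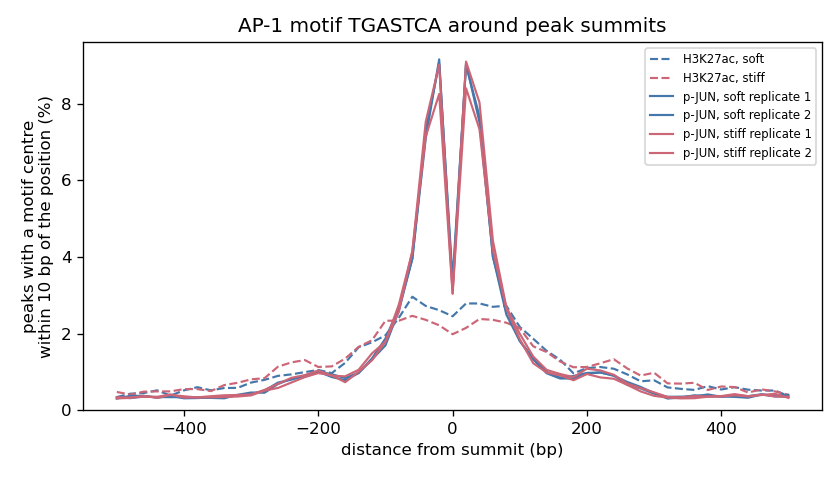
Share of peaks in percent (vertical axis) with an AP-1 motif centre within 10 bp of each position, against distance from the summit in bp. Solid lines are the 4 p-JUN libraries and dashed lines the H3K27ac lists, blue for soft and red for stiff. The p-JUN lines are highest 20 bp to either side and dip at the summit, in soft replicate 1 to 3.17% from 9.16% and 9.06%.

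Stiff-only p-JUN regions had the motif in 23.6% of 1690 regions and soft-only regions in 25.7% of 1066. The difference of -2.09 percentage points did not pass the test (two-sided Fisher's exact test across regions, p = 0.219), and it was 1.78 points with lists of equal length. Between replicates 1 and replicates 2 the motif difference was 14.7 points (Fisher's exact test, p = 1.81e-10). With the numbers crossed it was -7.97 points (Fisher's exact test, p = 0.00338). Pairings that mix the matrices thus gave larger motif differences than the real one. Regions called in all 4 libraries had the motif in 34.8%. Promoters made up 7.28% of stiff-only and 23.1% of soft-only regions, a difference of -15.8 points (two-sided Fisher's exact test across regions, p = 1.75e-31). The same difference was -18.1 points between replicates 1 and replicates 2, and 13.7 points with the numbers crossed. In size it lay between those of the pairings that mix the matrices. With lists of equal length it was -22.2 points. Without stiff replicate 1 it was -5.14 points. Over whole lists, promoters held 20.7% ± 0.19 (SD, n = 2) of p-JUN peaks on soft and 19.2% ± 1.19 (SD, n = 2) on stiff (exact permutation test, p = 0.33). They held 72.1% and 71.9% of H3K4me3 peaks, and 34.1% and 33.4% of H3K27ac peaks.

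The overlap of p-JUN with the histone marks was then measured. On soft, 31.4% ± 1.14 (SD, n = 2) of p-JUN peaks overlapped an H3K27ac peak, and on stiff 22.8% ± 0.87 (SD, n = 2) did (exact permutation test, p = 0.33). The stiff H3K27ac list was the shorter of the pair. Both p-JUN libraries of a matrix were set against the same H3K27ac list. The SD and the test therefore hold no variation of H3K27ac. Circularly shifted peaks overlapped in 0.715% and 0.705% on soft and in 0.512% and 0.520% on stiff. The ratio of observed to shifted overlap was 42.8 and 45.7 on soft and 45.8 and 42.6 on stiff. Overlap with H3K4me3 was 22.1% ± 0.81 (SD, n = 2) on soft and 20.9% ± 1.81 (SD, n = 2) on stiff. Overlap with H3K27me3 was 0.966% and 0.502% in the soft libraries, against means of 1.01% and 0.489% for shifted peaks. In the stiff libraries it was 0.477% and 0.510%, above the highest of 100 shifts, which gave 0.429% and 0.436%.

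The study linked gains of H3K27ac on the stiff matrix with p-JUN binding, so the directions were compared. The study read both gains from signal levels at groups of accessible regions, which were not analysed here. The comparison below uses the presence or absence of calls over the whole genome. It is therefore not a direct check of the study's result. Among stiff-only H3K27ac regions that overlapped a matrix-only p-JUN region, 30 overlapped a stiff-only and 16 a soft-only p-JUN region. Among soft-only H3K27ac regions, 40 overlapped a stiff-only and 99 a soft-only p-JUN region. The log2 odds ratio was 2.21 (two-sided Fisher's exact test across regions, p = 1.80e-05). Between replicates 1 and replicates 2 of p-JUN it was -1.75 (Fisher's exact test, p = 0.460). With the numbers crossed it was 2.26 (Fisher's exact test, p = 0.125). In both of these pairings 1 region decided 1 cell. The size was therefore matched by 1 of the other pairings, though on fewer regions. Leaving out each p-JUN library in turn gave 1.28 to 1.71. Most H3K27ac regions overlapped p-JUN whatever their class. Stiff-only H3K27ac regions were covered by p-JUN peaks in 75.1% ± 1.95 (SD, n = 2) on soft and 76.7% ± 5.30 (SD, n = 2) on stiff (exact permutation test, p = 1.0).

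Regions with both H3K4me3 and H3K27me3, known as bivalent, numbered 535 and 319 in the soft libraries and 282 and 316 in the stiff libraries. The log2 ratio was -0.51 (exact permutation test, p = 0.33), and -0.09 without soft replicate 1.

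Among the named genes, ACTA2 (chromosome 10, 90694831 to 90751096) had a p-JUN, an H3K4me3 and an H3K27ac peak within 1 kb of a start site in every list of those marks. JUN (chromosome 1, 59242517 to 59249720) did so too. The calls that follow are within 1 kb of a start site unless stated otherwise. MMP9 (chromosome 20, 44637547 to 44645200) had p-JUN peaks in all 4 libraries and H3K27ac in the soft list alone. VCAN (chromosome 5, 82767437 to 82878122) carried H3K4me3 and H3K27me3 in all 4 libraries of each mark and p-JUN in 1 stiff library. Over the whole gene p-JUN was called in all 4 libraries, with 3 and 2 peaks on soft and 2 and 3 on stiff. At MMP2 (chromosome 16, 55423612 to 55540603) H3K4me3 was called in both soft libraries and in no stiff library. At FOS (chromosome 14, 75745529 to 75748933) p-JUN was called in both soft libraries and 1 stiff library, with H3K27ac in the soft list. At ATF3 (chromosome 1, 212738676 to 212794119) p-JUN and H3K4me3 were called in all 4 libraries, H3K27ac in the soft list and H3K27me3 in both stiff libraries. Over the whole gene H3K27ac was called in both lists, with 3 peaks on soft and 1 on stiff. COL8A1, FOSL1 and FOSL2 had p-JUN and H3K4me3 in all 4 libraries and no H3K27ac within 1 kb of a start site. Elsewhere in the gene, H3K27ac was called at COL8A1 in both lists and at FOSL2 in the soft list. ITGB2 had p-JUN in all 4 libraries and H3K27ac in both lists. IGFBP3 and JUNB had p-JUN in 1 stiff library. ACTG2 and TIMP4 had no peak of any mark within 1 kb of a start site. Elsewhere in the gene, p-JUN was called at TIMP4 in all 4 libraries and at ACTG2 in none.

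The best-ranked stiff-only p-JUN region lay on chromosome 4 from 114460665 to 114460928, in an intron of CAMK2D. Its summits held 98 and 121 fragments, and an AP-1 motif lay in GGGCCTTTGTGAGTCATCCAGAAAA (114460798 to 114460822). The next lay on chromosome 10 from 18124681 to 18124925 in an intron of MRC1, with 70 and 77 fragments, and on chromosome 6 from 74652311 to 74652733 between genes, with 63 and 77 fragments. The best-ranked soft-only region lay on chromosome 12 from 85410148 to 85410682 at the TSPAN19 promoter, with 80 and 65 fragments and the motif in ACAAAGGGATGACTCATGTCCCAGG (85410386 to 85410410). It was followed by chromosome 2 from 80716764 to 80717143 in an intron of CTNNA2, with 89 and 86 fragments. The last lay on chromosome 17 from 6126612 to 6126854 between genes, with 95 and 81 fragments and the motif in AACCAAAAATGACTCATCCCACCAA (6126717 to 6126741). These regions ranked from 10772 to 15065 in lists of 48163 peaks or more.

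The best-ranked stiff-only H3K27ac region lay at an ITGB2 start site on chromosome 21 from 46348702 to 46349123, with 92 fragments at its summit, while the soft list had a peak elsewhere within 1 kb of a start site of the gene. The others lay between genes on chromosome 8 from 43092874 to 43093155, with 60 fragments, and on chromosome 11 from 51580218 to 51580632, with 62 fragments. The soft-only regions were on chromosome 3 from 197900212 to 197900813 with 98 fragments and on chromosome 14 from 51865640 to 51865929 with 100 fragments, both in introns of non-coding genes. The last was on chromosome 12 from 19291253 to 19291820 in an intron of PLEKHA5, with 52 fragments and the motif in ATGCTAGTTTGAGTCATAAGAATTC (19291527 to 19291551). Peaks near assembly gaps were not left out of the lists. The distance of the named p-JUN and H3K27ac regions to a gap was not examined, so artefacts among them are not excluded.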

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

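The tests at −log10 q of 10 for the narrow lists and 2 for the broad lists were chosen only after the data were seen. The planned threshold of 5 removed no peak from the narrow lists and is void there.

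With lists of equal length the condition-only log2 ratio was -0.0102 for H3K27ac and reversed to 0.0645 for H3K27me3. The stiff-only and soft-only regions then numbered 3813 and 3840 for H3K27ac and 503 and 481 for H3K27me3, where the full lists gave 2215 and 7144, and 123 and 1917. For H3K27ac, with 1 list per matrix, equal lengths bring the counts close to each other by construction. Its values therefore do not show that list length set the ratio. Marks with 2 libraries per matrix are not bound in this way, and H3K4me3 gave 380 stiff-only and 234 soft-only regions at equal lengths. The H3K27me3 ratio thus depended on the number of peaks kept per list. In the same setting the H3K27me3 split excess was 0.11 and its within minus between overlap 0.70 percentage points, and the AP-1 motif difference reversed to 1.78 points. At −log10 q of at least 10 the H3K27ac peak count ratio was -0.57, its condition-only ratio -1.96, and the H3K4me3 peak count ratio reversed to 0.0157. For H3K27me3 a −log10 q of at least 5 gave a condition-only ratio of -2.49 from 11 stiff-only and 62 soft-only regions, a split excess of 0.75 and an overlap difference of 5.74 points. At 2 the split excess was 0.69, from 66 stiff-only and 1004 soft-only regions. Reciprocal overlap of 50% gave condition-only ratios of -1.20 for H3K27ac and -2.22 for H3K27me3. The cause was not tested.

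Leaving out 1 replicate at a time left 1 library in an arm. The peak count log2 ratio ranged from -0.0361 to 0.12 for p-JUN, from -0.0330 to 0.0265 for H3K4me3 and from -1.50 to -0.39 for H3K27me3. The condition-only log2 ratio ranged from -0.39 to 1.62, from -0.45 to 1.46 and from -6.04 to -0.85. The within minus between overlap ranged from 0.71 to 2.64 points, from 0.747 to 2.29 points and from 1.19 to 6.48 points. The direction log2 odds ratio ranged from 1.28 to 1.71, the AP-1 motif difference from -11.4 to 4.83 points and the promoter difference from -26.7 to -5.14 points. The split excess needs all 4 libraries, so no replicate was left out of it.

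The replicate block, the mean of the log2 ratios within each replicate number, gave a condition-only ratio of -1.87 for H3K27me3, 0.36 for p-JUN and 0.31 for H3K4me3. For the peak counts it gave 0.04 for p-JUN, -0.003 for H3K4me3 and -0.94 for H3K27me3, and -0.47 for bivalent regions. With 2 pairs an exact sign-flip test cannot give a p under 0.5. The deviations of libraries with the same number correlated across regions at -0.0198 for p-JUN, 0.0483 for H3K4me3 and -0.00634 for H3K27me3. Little was thus shared region by region, but this correlation leaves out any shift of a whole list. Both H3K4me3 replicates 2 had more peaks (18857 and 18743) than both replicates 1 (18096 and 18119). A shared replicate effect was therefore not excluded. Leaving out 27 alternatives that removed no peak or added only mitochondrial peaks, 92 of 105 kept their direction and 13 reversed. Of the 92, 30 moved by more than the SD over library pairs or the counting interval. For the split excess the SD was instead that over the other 2 pairings. It was only 0.0058 for H3K27me3, so small changes counted as moved there.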

Other observations

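The test of H3K27ac depth was chosen after the shorter stiff list had been seen, and the comparison of matrix-only regions with the mixed pairings after the share of the former had been seen. The promoter and H3K4me3 tests of p-JUN heights were chosen after the gap in heights had been seen but before their own results, and the other tests here before their results. Each concerns 1 data set, so each explanation is a hypothesis.

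At 40433 regions called in all 4 p-JUN libraries the recovered summit fragments were compared on a log2 scale, each library centred on its median. A difference above 1.5-fold between matrices was found at 1785 regions, against 111 and 101 under the other pairings. The stiff to soft height ratio was higher at the 1435 regions overlapping stiff-only H3K27ac than at the 4934 overlapping soft-only H3K27ac, by 0.13. The median ratio, relative to all these regions, was 0.00796 at stiff-only regions, -0.12 at soft-only regions and -0.10 at the 9476 regions with H3K27ac in both lists. Soft-only regions thus differed from the shared ones by -0.0220, against 0.0193 and -0.00727 under the other pairings. Stiff-only regions differed from the shared ones by 0.107, against 0.0118 and -0.00204. Which kind of region stood apart thus depended on whether all regions or the shared ones were the reference. The gap between stiff-only and soft-only regions was -0.01 and 0.01 under the other pairings. It ranged from 0.12 to 0.14 over the 4 soft and stiff library pairs and was 0.01 between both replicate pairs. A difference in height level between the kinds of region was argued against, since within each of 5 groups of equal size by mean height the gap was at least 0.0768, and it was no larger than 0.0268 in size under the other pairings. A different recovery of promoters and distal sites was also argued against as the whole cause. The gap was 0.0249 at promoters and 0.14 elsewhere, in each case above the other pairings, although at promoters it was small. H3K4me3 heights at the same regions gave a gap of 0.0300, against 0.01 and -0.02 under the other pairings, while p-JUN gave 0.02 at those regions. A shift shared by all libraries of a matrix may thus account for the promoter part and was not excluded elsewhere, where H3K4me3 heights cannot be had. That p-JUN occupancy and H3K27ac moved together with the matrix therefore stays open, beside a batch of preparation that follows the matrix and culture on plastic in the libraries labelled stiff and titled TCP, which were not tested.

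Of the 2756 matrix-only p-JUN regions, 6.35% had a call above the median −log10 q of a list. Among regions that parted the mixed pairings the shares were 3.72% and 3.84%. A low share was thus found however the libraries were paired, and whether matrix-only regions are peaks that a pair of libraries just missed cannot be told apart from a change at weak sites. The share was 8.11% of stiff-only regions (95% Wilson interval 6.90% to 9.50%), above the upper limits of all sides of the mixed pairings (highest 5.63%). For stiff-only regions this argues against differences between libraries that do not follow the matrix as the whole cause. It was 3.56% of soft-only regions (2.61% to 4.85%), which such differences may explain. Regions are not replicates, and a batch that follows the matrix remains open.

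Whether the shorter stiff H3K27ac list came from a lower depth cannot be told apart from a lower level of the mark. At 11044 regions called in both lists the local background was lower on stiff, with a median log2 ratio of -0.13 (quartiles -0.31 and 0.06), and the summits were lower by a median log2 ratio of -0.21. If no control was used, local background contains H3K27ac signal of its own, and there was 1 list per matrix.

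The p-JUN peaks without an AP-1 motif may in part be open promoters cut in any CUT&Tag library. They overlapped H3K4me3 peaks more often than those with the motif in all 4 libraries, by at least 19.5 percentage points. In soft replicate 1 the shares were 28.8% and 6.22%. Recruitment of JUN to promoters without its motif remains open.

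In all 14 lists, 16 regions were called whatever the antibody. Of these, 14 lay within 100 kb of an assembly gap, which was 51.5 times the share among other p-JUN regions. Reads piling up beside gaps are a candidate explanation, and no biological explanation was tested.

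Soft replicate 1 of H3K27me3 held the most peaks, 10616 of them in no other list. With lists of equal length its Jaccard index with the others was 28.0%, and that among the others 26.3%, a difference of -1.74 points, so its strongest peaks resembled the other lists. Extra weak broad calls may explain its length, although 65.3% of its private peaks, under the 80% set beforehand, lay below the median −log10 q of the list.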
